A study of Mus musculus with 3 samples. Its data were reported in "Allele-specific differential regulation of monoallelically expressed autosomal genes in the cardiac lineage" (2022).

How the data were processed

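Single cells of male F1 mouse stem cells (C57BL/6J × CAST/EiJ), which the study derived as several clones, were profiled in 3 kinds of culture: mouse embryonic stem cells (mESC), cardiac precursor cell cultures (CPCC) and beating cardiac bodies (CB). In the study, cells were captured on microfluidic chips of the Fluidigm C1 system, which isolates single cells in small chambers. Full-length cDNA was made from polyadenylated RNA with SMART-Seq chemistry and indexed with Nextera XT. The libraries of each chip were pooled, and these pools were then reduced to 8 final pools and sequenced as paired reads. A final pool can thus hold libraries of more than 1 chip. The authors aligned the reads of each library to GRCm38 with STAR in Partek Flow, using Ensembl annotation, and deposited 1 table of gene counts per culture with a column per cell.

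The values in the mESC and CB tables were estimated counts, deposited without scaling: 28.9% and 30.8% of the values above 0 were not whole numbers. The CPCC table held whole numbers only, so it was rounded or counted in another way, and the counting model and the use of strand were not stated. The tables did not separate the parental genomes, and the allelic result planned before the data were examined was therefore not made. The study also describes allele-specific count tables, with a column per strain for every cell, but these were not among the tables used here. The planned analysis had assumed whole counts. Values were rounded for edgeR, DESeq2, thinning and counting intervals, and used as deposited elsewhere. Each table listed only genes whose highest value in any cell reached at least 1, so a gene that is not listed has no value here and was not set to 0. Log2 ratios were formed only for genes listed in both tables of a pair. The CPCC table had 208 rows with no gene and 23 symbols that a spreadsheet had turned into dates, which held 0.139% of its counts. Both kinds of row were left out. It also had 2 columns that could not be mapped to a sample and held no values. No rows of the spike-in RNA were listed.

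The labels give 1 sample per group. Tables were linked to samples by the culture that the table is named for, because column names hold only a pool and a library number. Pools were numbered within each sample: mESC and CB had 3 pools, CPCC had 2. The label of the mESC sample names a triplicate, and the study states that 3 clones from 3 blastocysts were used at each point. However, no label or column name says which clone or culture a pool holds. Pools were therefore not used as replicates. Each pool holds cells of 1 group, and the spread between pools within a group was described by printing values per pool beside the pooled ones, not tested. With 1 sample per group no test between groups was made and no p-value is given.

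Counts were summed over the cells of a sample and expressed as CPM, which are counts scaled to the summed gene counts of the sample, and ratios were log2 ratios of (CPM + 1), which understate the change of low genes. Lists of cell type markers had been fixed before the data were examined. For each list the median log2 ratio was set against 10000 random lists of the same size, each member drawn from the 100 genes nearest in mean expression. The percentile describes these libraries only. A gene was detected in a cell at 1 or more estimated counts. Shares of cells carry exact Clopper-Pearson intervals and summed counts exact Poisson intervals, both at 95%. Reads without molecular identifiers are not independent molecules, so the intervals cover counting error only. For shares compared between samples, every cell was also thinned to 430000 counts, which left out 22 mESC, 18 CPCC and 22 CB cells.

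Cells of each sample were clustered with Seurat 5.3.0 under the settings the study states: LogNormalize with a scale factor of 10000, variable genes with a mean between 0.0125 and 3 and a dispersion above 0.5, counts per cell regressed out and a resolution of 0.6. The number of principal components, which the study does not state, was set to 10. These limits gave 5891 variable genes in mESC, 6317 in CPCC and 7360 in CB. A first run had stopped at 2000 variable genes in each sample, because the newer assay class of Seurat does not apply the limits in full. It gave 4 clusters in each sample and was replaced for that reason. Clusters were named only from the fixed markers, and a cluster was left unnamed when fewer than 3 markers were detected in most cells or when its leading genes belonged to another list. No doublet caller was run: the study inspected the chambers by light microscope and recorded those with several cells, but the tables do not show which columns these were. No cells were removed in the main analysis.

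Genes named in the text followed a rule fixed before the data were examined. The rule covers the markers, the genes the study text names, the sex chromosome genes, the 5 highest and 5 lowest log2 ratios per pair among genes detected in at least 25% of the cells of the higher sample with the same sign when every cell has the same weight, and the 5 leading genes of each cluster by the difference in mean log-normalized value. Positions were taken from GENCODE release M21 on GRCm38, in which 97.6% of mESC, 97.7% of CPCC and 97.6% of CB symbols were found. Reads shared between paralogs and pseudogenes could have been split by the counting.

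Alternatives were TMM factors (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0) on the summed libraries, the same weight for every cell, pseudocounts of 0.1 and 10 CPM, a filter on low genes (at least 10 summed counts and at least 1 CPM), a filter on cells (at least 1000 genes and a total within 3 median absolute deviations of the sample median on the log scale), CPM without mitochondrial and the 20 most abundant genes, a detection threshold of 5 counts, other thinning depths, and other clustering settings and seeds. The steps were tested on simulated data drawn from the summed libraries with 200 changed genes per pair. In each pair 100% of the changed genes came out within 0.1 of the true log2 ratio. The simulated counts varied by counting error only, with no spread between cells or pools, and used genes of middle expression. The result therefore checks the calculation and does not cover low genes. Of 100 unchanged simulated lists, 2, 5 and 10 lay beyond the central 95% of the random lists in the pairs CPCC against mESC, CB against mESC and CB against CPCC. The calculations used R 4.3.3, Python 3.11.15, pandas 2.3.3 and SciPy 1.17.1.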

Results

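Single-cell transcriptomes were available for 3 samples: mESC, the pluripotent starting cells, CPCC, the precursor cultures obtained from them through embryoid bodies, and CB, the beating cardiac bodies. The tables held 215 mESC, 175 CPCC and 232 CB cells. There was 1 sample per group, so none of the differences between samples below has a replicate check. The pools of each sample are given where they differ.

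The depth per cell was similar in the 3 samples and uneven within them. The median was 1528316 estimated counts per cell in mESC (range 569 to 8105511), 1437414 in CPCC (8102 to 5705829) and 1397869 in CB (4 to 4284771). A total under 10000 counts was found in 8 mESC, 1 CPCC and 9 CB cells. A median of 9532 genes was detected per mESC cell, 9252 per CPCC cell and 6661 per CB cell. After thinning to 430000 counts the medians were 8614, 8527 and 6063.5 genes, so the lower number in CB did not come from depth alone. The mitochondrial share of the summed counts was 4.97% in mESC, 4.70% in CPCC and 5.81% in CB. Pool medians ranged from 1182942 to 1855334 counts in mESC, from 1099806 to 1631467 in CPCC and from 804581 to 1750784 in CB. With the cell filter, 202 mESC, 168 CPCC and 214 CB cells were left, and the median rose most in CB, to 1541825 counts.

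**Figure D1:**
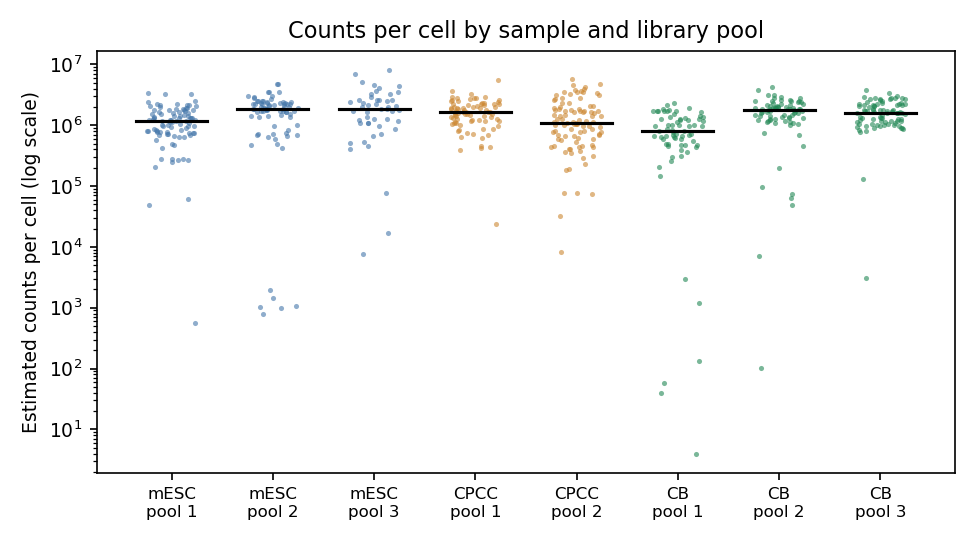
Estimated counts per cell (log axis) for each library pool of the 3 samples, with 1 point per cell and a black line at the median of the pool. Pool medians lie between 804581 counts (CB pool 1) and 1855334 counts (mESC pool 3), and a few cells of mESC and CB fall below 10000 counts.

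The labels describe the cells as male, which the sex chromosome genes allow to be checked. At least 1 of the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty was detected in 181 of 215 mESC cells (84.2%, interval 78.6 to 88.8%), in 83.4% of CPCC cells (77.1 to 88.6%) and in 74.6% of CB cells (68.5 to 80.0%). At 5 or more counts these shares were 74.9%, 74.9% and 67.2%. Ddx3y (chromosome Y, 1260771 to 1286629) had 61.2 CPM in mESC, 57.7 CPM in CPCC and 104 CPM in CB. The X-linked long non-coding RNA Xist, which is usually tied to X inactivation in female cells, was detected in 40.5% of mESC cells (33.8 to 47.4%) at 18.1 CPM and in 18.9% of CPCC cells (13.4 to 25.5%) at 4.97 CPM. Xist was not listed in CB.

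The comparison of CPCC with mESC addresses what changes when the stem cells enter the precursor culture. The 10 pluripotent markers had a median log2 ratio of -1.43, below all random lists (percentile 0), with 9 genes lower and 1 higher. The alternative that moved it most was the pseudocount of 10 CPM, with -1.19. Between single pools the median lay from -2.82 to -0.64, below 0 in all 6 pairs of pools. Nanog (chromosome 6, 122707489 to 122714633) fell from 654 CPM in mESC to 188 CPM in CPCC, where its pools held 87.3 and 295 CPM. It was detected in 96.7% of mESC cells (93.4 to 98.7%) and 63.4% of CPCC cells (55.8 to 70.6%). After thinning the shares were 98.4% and 56.7%. The smooth muscle list (4 genes listed in both) had a median of 4.15 and the fibroblast list (5 genes) one of 3.71, both at percentile 100 and above 0 in all 6 pairs of pools. Lists outside the cardiac lineage rose too. The endoderm median was 2.09 (7 genes, percentile 100) and the neural median 1.09 (5 genes, percentile 99.77), both above 0 in all 6 pairs of pools. The cardiomyocyte list (10 genes) had a median of -0.01 at percentile 40.9, with 5 genes higher and 5 lower. It stayed within 0.1 of 0 under 7 of the 8 alternatives, and without low genes it was -0.66. The S phase list had a median of -0.73 (percentile 0.03) and the G2M phase list one of -0.52 (percentile 2.48). With the same weight for every cell the G2M phase median was -0.25 at percentile 24.9, so this list did not stand out under every setting. The cardiac progenitor list (5 genes) had a median of 1.05 at percentile 94.9, above 0 in 4 of 6 pairs of pools.

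Among genes detected in at least 25% of the cells of the higher sample, the 5 with the highest ratio of CPCC over mESC were Tagln, Bgn, H19, Selenop and Krt8, with log2 ratios from 7.65 to 9.10. Tagln (chromosome 9, 45929619 to 45936058), which encodes an actin-binding protein of smooth muscle, had 1214 CPM in CPCC and 1.21 CPM in mESC. The 5 lowest were Spic, 1700013H16Rik, Crxos, Gm12463 and Trpm1, with log2 ratios from -5.74 to -4.39. Spic (chromosome 10, 88674772 to 88685015) had 0.699 CPM in CPCC and 89.7 CPM in mESC. Gm12463 is a processed pseudogene, so its reads may be shared with its parent gene. In all 10 genes the pools of CPCC lay apart from those of mESC. The pools of CPCC were uneven: Selenop had 12.5 CPM in pool 1 and 830 CPM in pool 2, and Bgn 32.9 and 990 CPM. Most Selenop counts came from the 14 cells of CPCC cluster 3 described below, all from pool 2. Those cells held 11.4% of the counts of CPCC and had Selenop at 3572 CPM, against 435 CPM in the whole sample. The ratio of Selenop thus does not describe the culture at large.

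The comparison of CB with mESC spans the way from stem cells to beating cultures. Over the expressed genes the median log2 ratio was 0.29 with library totals, 0.14 with TMM factors and 0.08 with DESeq2 size factors, so small ratios depend on the scaling. For CB against CPCC the same medians were 0.22, 0.06 and 0.05. The pluripotent list (8 of 10 genes listed in both) had a median of -6.31 at percentile 0, and it moved most with the pseudocount of 10 CPM, to -3.99. Pou5f1 and Dppa5a were not listed in CB. Klf4 was the exception, with 129 CPM in CB and 56.8 CPM in mESC. Nanog held 0.458 CPM in CB and was detected in 6.03% of the cells (3.34 to 9.92%), against 654 CPM in mESC. The fibroblast list had a median of 7.18 (percentile 100), the endothelial list one of 3.75 (percentile 99.91), the endoderm list 3.92 (percentile 99.95) and the mesothelial list 3.28 (percentile 99.99). The smooth muscle list had a median of 5.24 (percentile 100) and the cardiac progenitor list (6 genes) one of 2.38 (percentile 98.6). The fibroblast, smooth muscle and cardiac progenitor medians lay above 0 in all 9 pairs of pools, the mesothelial median in 8 and the endoderm median in 7. The endothelial median lay above 0 in 4 pairs and below 0 in 5. The S phase and G2M phase lists had medians of -1.84 and -1.57, both at percentile 0 and below 0 in all 9 pairs of pools.

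The cardiomyocyte list had a median log2 ratio of 3.12 in CB against mESC (10 genes, percentile 99.95) and of 2.57 in CB against CPCC (12 genes, percentile 100). The pseudocount of 10 CPM moved these most, to 1.55 and 0.92. The medians lay above 0 in 6 of 9 and 4 of 6 pairs of pools. Few cells carried the list. In CB, 61.8% of its counts came from 1 cell, and 90.4% from 9 cells with 5 or more of its genes at 10 or more counts. Without the 1 cell the medians were 2.26 and 1.49. Without the 9 cells, which were picked by these same genes, they were -0.02 and -0.09. Such cells made up 3.88% of CB cells (1.79 to 7.24%), 1.86% of mESC cells (4 of 215) and 0.571% of CPCC cells (1 of 175). The samples had median depths of 1397869, 1528316 and 1437414 counts per cell, and such cells themselves were deeper, with medians of 1946970, 2887150 and 2920090. Of the list, 12 genes were listed in CB and CPCC and 10 in mESC. The order depended on the number of genes asked for: at 3 or more genes there were 51 mESC, 11 CPCC and 15 CB cells, and at 8 or more only 5 CB cells. No order between samples was read from these shares. Of the 9 CB cells, 8 came from pool 2. Myh6 was detected in 6.03% of CB cells at 10.2 CPM and in 10.3% of CPCC cells at 0.558 CPM. The shares thus went against the CPM, and no order was read from them.

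The 5 genes with the highest ratio of CB over mESC were H19, Col1a2, Bgn, Ptn and Col1a1, with log2 ratios from 8.89 to 11.21. H19, an imprinted long non-coding RNA (chromosome 7, 142575529 to 142578143), had 2654 CPM in CB and 0.122 CPM in mESC, and was detected in 96.6% and 2.33% of the cells. The 5 lowest were Nanog, Calcoco2, Ooep, Zfp42 and Tdrd12, with log2 ratios from -8.81 to -7.37. The pools of both samples lay apart for all 10 genes, although Col1a2 ranged from 57.1 to 3505 CPM over the pools of CB.

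The comparison of CB with CPCC sets a pair of cultures side by side. The study grew CB directly from cell aggregates in ascorbic acid medium and CPCC by passaging in enrichment medium, so CPCC was not the source of CB. The pluripotent list had a median log2 ratio of -5.21 (8 genes, percentile 0) and the fibroblast list one of 4.04 (10 genes, percentile 100). The cardiac progenitor list (8 genes) had a median of 1.53 at percentile 99.5, above 0 in 5 of 6 pairs of pools. The endothelial, mesothelial and endoderm medians were 2.48, 2.72 and 2.23, all at percentile 100, but above 0 in only 3, 4 and 4 of 6 pairs of pools. The smooth muscle list went the other way, with -1.54 (5 genes, percentile 0), 2 genes higher and 3 lower. So did the blood list, with -3.30 (3 genes, percentile 0.01), below 0 in 4 of 6 pairs. It rests on the white blood cell genes Ptprc (-3.30) and Spi1 (-3.42), as Hba-a1 (-0.0529) hardly changed. The globin genes Hba-x, Hbb-bh1 and Hbb-y were listed in CB only, so the median says nothing of them. The S phase and G2M phase medians were -0.89 and -0.94 (percentiles 0.03 and 0.01), each below 0 in 5 of 6 pairs. Over the 6 pairs of pools the pluripotent median was always below 0, the fibroblast median above 0 in 5 and the smooth muscle median below 0 in 5. Acta2 fell from 4176 CPM in CPCC to 833 CPM in CB. The 5 highest genes were Lum, Upk3bl, Upk1b, Sparcl1 and Eln, with log2 ratios from 6.97 to 7.99. The 5 lowest were Nanog, Dnmt3l, Utf1, Tex19.1 and Zfp988, from -7.02 to -6.04. For 8 of these 10 genes the pools of both samples lay apart. Upk1b had 0.0682 CPM in 1 CB pool and 1243 CPM in another, against at most 2.91 CPM in a CPCC pool, and Eln ranged from 0.242 to 501 CPM over the CB pools.

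**Figure D2:**
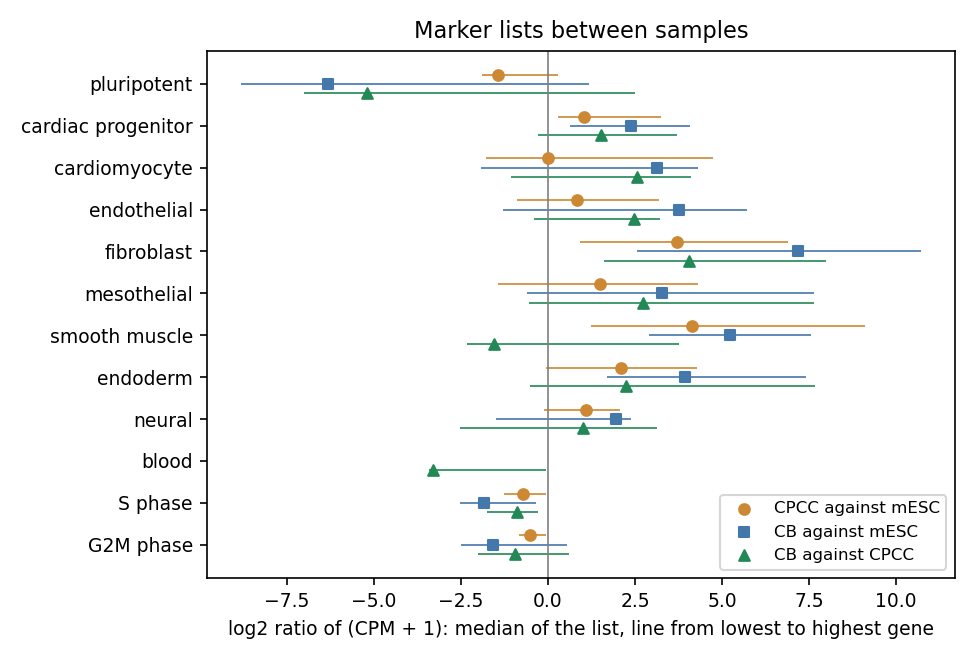
Median log2 ratio of (CPM + 1) of each marker list for the 3 pairs of samples (symbols), with lines from the lowest to the highest gene of the list and no error bars, as there was 1 sample per group. Lists with fewer than 3 genes listed in both tables are left out, and the pluripotent list has the lowest medians of CB, at -6.31 and -5.21.

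Several imprinted genes discussed in the study were listed in the tables, which give the sum of both alleles only. Meg3 (chromosome 12, 109541001 to 109571726) rose from 20.3 CPM in mESC to 59.7 CPM in CPCC and 299 CPM in CB. Dlk1 had 1.94, 4.16 and 161 CPM, and Peg10 had 1.73, 74.1 and 80.1 CPM. The CB and CPCC levels of Peg10 changed order under both other scalings. Snrpn had 208, 525 and 123 CPM. Of the cardiac transcription factors, Nkx2-5 was not listed in mESC and had 0.359 CPM in CPCC and 5.80 CPM in CB. Gata4 had 0.868, 16.9 and 13.6 CPM, and its order in CPCC and CB changed when every cell had the same weight. Mef2c was not listed in mESC and had 57.2 CPM in CPCC and 51.3 CPM in CB, with the order again changed under the same weight. Its share of cells was 23.4% in CPCC (17.4 to 30.4%) and 37.1% in CB (30.8 to 43.6%), and 19.1% and 34.8% after thinning.

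Clustering addressed the heterogeneity within each sample. mESC cells fell into 3 clusters of 85, 72 and 58 cells. Cluster 0 was led by Calcoco2, Ddx39, Ckb, Mat2a and Tubb4b, cluster 1 by Gm29216, mt-Co1, Gm28437, mt-Co3 and Gm10925, and cluster 2 by Bnip3, Malat1, Tpi1, Pgk1 and Gm37376. All 10 pluripotent markers were detected in most cells of each cluster. Clusters 0 and 2 followed the pools: 83 of the 85 cells of cluster 0 came from pool 1, and 43 of the 58 cells of cluster 2 from pool 2. Cluster 1 did not follow a single pool, with 5, 33 and 34 cells from pools 1, 2 and 3. The pluripotent markers were detected in a median of 87.5% of its cells, against 100% of the other cells. Over the sample, 74.4% of the cells lay in the main pool of their cluster, against 41.9% in the largest pool.

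CPCC cells fell into 5 clusters. Cluster 0 (66 cells, led by Dppa5a, Mt1, Mt2, Mkrn1 and Tdh) and cluster 2 (30 cells, led by Slc2a3, Car4, Tdgf1, Lefty1 and Igfbp2) were pluripotent-like, with 10 and 7 of the 10 markers in most cells. Cluster 1 (55 cells) was led by Acta2, Sparc, Tagln, Anxa2 and Vim, and Col1a2, Col1a1 and Postn were among its 10 leading genes by fold. It carried genes of the smooth muscle and fibroblast lists and was left unnamed. Cluster 3 (14 cells) was led by Spp1, C1qb, C1qc, Fcrls and Ctsb and was left unnamed, as only 2 markers of the blood list were detected in most cells. Cluster 4 (10 cells) was led by mitochondrial genes, with a median of 54.4% mitochondrial counts, and was left unnamed. Of the cluster 0 cells 57 came from pool 1, of the cluster 2 cells 28 from pool 2, and the 14 cells of cluster 3 all from pool 2. The main pool of their cluster held 82.3% of the cells, against 54.9% in the largest pool.

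CB cells also fell into 5 clusters. Cluster 1 (44 cells, led by Col1a2, Col3a1, Mfap4, Bgn and Lum) was fibroblast-like, with 8 of the 10 markers in most cells. Cluster 3 (38 cells, led by Col3a1, Col1a2, Dcn, Lum and Col1a1) had 9 of the 10 fibroblast markers in most cells, but Actg2 and Synpo2 were among its 10 leading genes by fold. Its smooth muscle markers were detected in a median of 76.3% of the cells, against 25.3% of the other cells, and it was left unnamed. Cluster 4 (20 cells, led by Ramp2, Mest, Kdr, Vim and Plvap) was endothelial-like, with all 10 markers in most cells. Cluster 0 (87 cells, led by Stmn1, Hmgb2, Hist1h2ap, H2az1 and Tubb5) and cluster 2 (43 cells, led by Wfdc2, Upk1b, Cyp2f2, Upk3bl and Anxa1) were left unnamed. In most cells of cluster 2, 5 fibroblast and 3 mesothelial markers were detected, but its leading genes by fold were keratin and other epithelial genes. No cluster could be named from the cardiomyocyte markers, and 8 of the 9 cells that carried 5 or more of them lay in cluster 0. This differs from the study, which divided its cardiac body cells into fewer clusters and named a cluster of cardiomyocytes among them. Both the division into clusters and the names were rebuilt here. Whether the difference came from the division, the names or the settings was not tested. Pool 2 held cells of clusters 0 and 4 only (58 and 20 cells), and 75.4% of all CB cells lay in the main pool of their cluster, against 36.6% in the largest pool. In CB every other clustering setting except other seeds gave a lower share, from 66.8% to 75.0%, and in mESC 2000 variable genes by the vst method gave 62.3%.

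**Figure D3:**
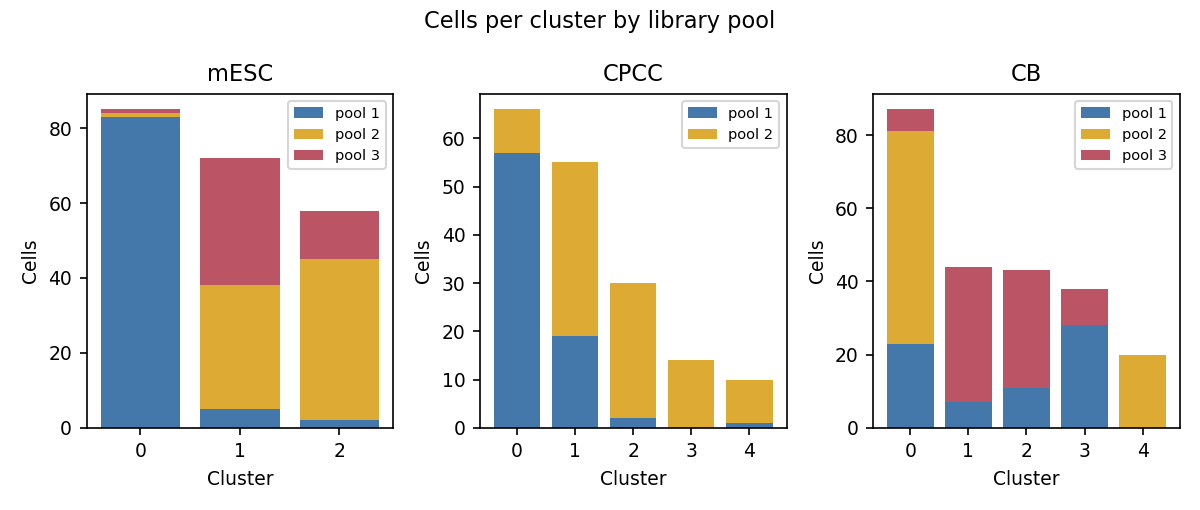
Number of cells in each cluster of the 3 samples, with bars stacked by library pool. Most clusters are dominated by 1 pool: 83 of 85 cells of mESC cluster 0 come from pool 1, and all 14 cells of CPCC cluster 3 and all 20 cells of CB cluster 4 from pool 2.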

Values the study reported

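The study reported allele-specific scRNA-seq of 215 mESCs, 175 cells from CPCCs and 232 cells from cardiac bodies.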

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

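The clustering limited to 2000 genes by dispersion and both gene rules for carry-over were chosen only after results were seen, and the other alternatives were planned. No paired analysis was possible because the columns carry no replicate numbers and no test between groups was made. The allelic alternatives were not run, as the tables used here do not separate the parental genomes.

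The pluripotent list kept its direction and percentile 0 under all 8 alternatives in the 3 pairs. In the order CPCC against mESC, CB against mESC and CB against CPCC, its median became -1.54, -6.61 and -5.42 with the same weight for every cell and -1.19, -3.99 and -3.01 with a pseudocount of 10 CPM. For CB against mESC and CB against CPCC it was -6.45 and -5.34 with TMM factors, -6.50 and -5.34 with DESeq2 factors, and -6.84 and -5.87 with a pseudocount of 0.1 CPM. Without mitochondrial and the 20 most abundant genes it was -1.33 for CPCC against mESC and -5.28 for CB against CPCC.

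The cardiomyocyte list in CB kept its direction against both samples under the 8 processing alternatives, but not in every pair of pools. Without the 9 cells that carried it the list also lost its direction. Those cells were picked by these same genes, so that fall of the list is partly built in. Against mESC and CPCC it was 2.97 and 2.41 with TMM factors, 2.92 and 2.39 with DESeq2 factors, 2.80 and 2.03 with the same weight for every cell, 3.46 and 3.19 with a pseudocount of 0.1 CPM, and 1.55 and 0.92 with one of 10 CPM. In CPCC against mESC the median was so near 0 that its sign changed in 3 alternatives, always inside its counting interval, and without low genes it was -0.66, because that filter removes members of the list. The G2M phase median of CPCC against mESC was -0.25 with the same weight for every cell, at percentile 24.9 in place of 2.48.

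Of 148 log2 ratios of single genes, 8 reversed with the same weight for every cell: Opa3 (-0.31 in CPCC against mESC and -0.0387 in CB against mESC), Lig3 (0.13 in CB against mESC and 0.12 in CB against CPCC), Tbx3 (1.55 in CB against mESC), and in CB against CPCC Gata4 (0.33), Mef2c (0.41) and Selenop (0.0576). With TMM and DESeq2 factors, 3 ratios of CB against CPCC reversed: Auh (-0.11 and -0.12), Coa5 (-0.0823 and -0.0928) and Peg10 (-0.0716 and -0.0820). The cause was not tested, except that both scalings lower CB as a whole. No other of these 148 ratios changed direction. Ratios of further marker and sex chromosome genes were not among them. Some of these also changed sign with the same weight for every cell, such as Pecam1 in CB against CPCC (-0.40 to 1.25). In CB against mESC, Pecam1 went from -1.31 to 0.0960. The setting with the same weight had no cell filter, so a CB cell with 4 counts weighed as much as a deep one. Whether such cells drive these changes of sign was not tested.

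At 5 or more counts the share of cells with a Y gene fell to 74.9% in mESC, 74.9% in CPCC and 67.2% in CB. The number of clusters went from 3 to 5 in mESC at a resolution of 1.0 and from 5 to 3 in CPCC with 20 principal components, and stayed within 1.5 times in the other 34 cases. The 5 other seeds changed nothing. With 2000 variable genes by the vst method mESC kept 3 clusters, but many cells changed cluster (adjusted Rand index 0.429), and the share of cells in the main pool of their cluster fell to 62.3%. In CB this share fell from 75.4% in all settings but other seeds, to 66.8% with vst, 67.2% at a resolution of 0.4, 68.1% with 5 and 67.7% with 20 principal components, 68.1% with 2000 genes by dispersion, 68.7% with the cell filter and 75.0% at a resolution of 1.0. The 2000-gene clustering by dispersion gave 4 clusters in each sample. The rule that picks genes for carry-over decided the direction for the endothelial genes only. With the first rule their difference was -14.4 points in place of 22.2, on 2 genes. Depth limits what can be said of genes near 1 CPM, whose ratios move with the pseudocount, and of cells under 10000 counts.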

Other observations

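Only the tests of cell cycle phase, of a female source of the macrophage gene cluster, of epithelial cells, of Meg3 carry-over and of the hypoxia lists were laid down before their results were seen, and all other tests in this part were chosen after. All patterns were found and tested on the same cells, so each reading is a hypothesis. No biological explanation that the groups name was tested, as each group has 1 sample.

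The mESC clusters 0 and 2 followed the library pools, while cluster 1 was spread over pools 2 and 3. Cell cycle phase was tested with the contrast of the S and G2M lists: the clusters explained 8.59% of its variance over cells, 18.9% for the S list alone and 12.3% for the G2M list, and the pools 7.12%, 13.2% and 0.223%. How much phase could explain of so noisy a contrast is not known, so phase stays open as a part of the cause. A difference between pools stays open as well. Of the cells of cluster 0, 97.6% came from pool 1, and of pool 1 92.2% lay in that cluster, against 1.60% of the other mESC cells. A technical run and a separate culture cannot be told apart, because each pool may be both. Library quality stays open for cluster 1, which had mitochondrial genes among its leading genes. Its S phase markers were detected in a median of 86.8% of the cells, against 100% of the others, which also lowers its phase values. Against this, its median depth of 2063730 counts was above that of the sample (1528316). With the cell filter 3 clusters remained (adjusted Rand index 0.797 with the main ones).

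A candidate explanation for mESC cluster 2, led by Bnip3 and Pgk1, is a response to low oxygen. A list of 14 hypoxia genes had a median log2 ratio of 1.19 in this cluster against the other mESC cells, above all random lists (percentile 100), with 13 genes higher. The idea came from Bnip3 and Pgk1, which are not on the list, and 0 of the 14 genes were among the leading genes of the cluster. Within pool 2 the median was 1.22 and within pool 3 it was 0.42, so the pattern does not rest on pool 1. Whether it arose in culture or while cells waited on a chip was not tested. The same list did not stand out in CPCC cluster 2, where its median was 0.24 (percentile 85.5) and 8 genes were higher, with log2 ratios from -1.40 to 1.58. As the genes went both ways, the same response there stays undecided.

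CPCC cluster 3 may hold cells of the macrophage type. A list of 15 macrophage genes, of which 3 were already among the leading genes, was detected in a median of 100% of its 14 cells, against 14.6% of the other cells of the same pool and 2.53% of the other pool. The median was also 100% without those 3 genes. Cx3cr1 had 1043 CPM in the cluster and 4.25 CPM in the other cells of the pool, Lcp1 1365 and 11.3 CPM. Several cells in a chamber would bring the abundant transcripts of the other clusters, but Acta2, Tagln and Dppa5a stayed at or below 0.636% of the level of the cluster that held most. A female source is argued against by Y genes in 78.6% of the cells (11 of 14, interval 49.2 to 95.3%), against 75.6% of the other cells of the pool. Male cells from outside the line were not excluded.

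These cells held most of the Mef2c signal of the CPCC sample: 85.3% of the Mef2c counts came from cluster 3, which held 11.4% of all counts. Mef2c was detected in 14 of its 14 cells at 427 CPM. Cluster 2 held a further 11.9% and cluster 1 2.74%. Most cells with Mef2c lay elsewhere: of 41 such cells, 14 were in cluster 3, 19 in cluster 1 (34.5% of its cells) and 7 in cluster 2. The level of Mef2c in this sample thus rests on cluster 3, while most cells in which it was detected lay outside that cluster. Cluster 1 as a whole held Mef2c at only 4.22 CPM. Whether its cells expressed Mef2c or carried transcripts or reads from cluster 3 was not tested.

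Genes of 3 clusters also appeared in other cells of the pools that held the cluster, which carry-over of transcripts or reads within a pool could explain. The size of the difference between pools depended on how genes were picked, and for the endothelial genes so did its direction. A first rule (at least 200 CPM in the cluster, under 1 CPM in both other samples, thinned cells) gave 11 macrophage, 2 endothelial and 21 epithelial genes. Their median share of cells in pools with and without the cluster was 4.41% and 0% for the macrophage genes. It was 8.65% and 23.0% for the endothelial genes, and 4.12% and 0% for the epithelial genes. The rule was then changed after this had been seen, to at least 500 CPM in the cluster, at least 20 times the level of the other cells and under 1% of the level in mESC, with unthinned cells. It gave differences of 19.1 points (38 macrophage genes), 22.2 points (5 endothelial genes) and 28.1 points (16 epithelial genes). Thinned cells gave smaller differences under this rule, with 10.4% and 0% for macrophage, 15.4% and 2.88% for endothelial and 13.4% and 1.41% for epithelial genes, so part of the gap between the rules is due to thinning. The macrophage and epithelial differences had the same direction under both rules, and the endothelial one reversed, on 2 genes under the first rule. As the rule was changed after its first result had been seen, carry-over stays open for all 3 clusters.

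Expression by the other cells is the competing reading. Carrying cells had a median of 0.411% of the cluster level for macrophage genes, 2.39% for endothelial genes and 0.0811% for epithelial genes, and 29.2%, 46.2% and 11.3% of the carrying values lay above 5% of it. The limit these shares were held to was set after they had been seen. The second rule also asked for at least 20 times the level of the other cells, which by itself holds those levels low. Expression therefore stays open for the macrophage, endothelial and epithelial genes. At least 100 CPM of C1q genes was found in 4 CPCC cells of cluster 2, which could be mixed chambers. The same held for 3 cells of CPCC cluster 4, whose median of 76816.5 counts per cell leaves few counts behind 100 CPM.

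CB cluster 2 was led by Wfdc2, Upk1b and Cyp2f2, and may be of an epithelial kind. A list of 16 epithelial genes, none of them among its leading genes, was detected in a median of 83.7% of its 43 cells, against 15.3% of the other CB cells. Elf3 had 291 CPM in the cluster and 4.37 CPM elsewhere. For mesothelial cells the list decided nothing, as its genes went both ways. The median of the 8 mesothelial genes was 10.5% of the cells, against 11.1% of the other CB cells. Upk1b, Krt19 and Msln were found in most cells, but Wt1 in none and Tbx18 in 2.33%. None of the cells came from pool 2, so a culture that differed between pools stays open.

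Few CB cells carried several cardiomyocyte genes. Low depth stays open as a part of the cause: such cells made up 5.17% of the deeper 116 cells (6 cells) and 2.59% of the shallower 116 (3 cells), which is too few to decide. Whether cardiomyocytes were lost at dissociation or capture was not tested. In these 9 cells Meg3 was detected in 8, at 361 CPM, which was 122% of the level in the other CB cells. The study states that Meg3 was not seen in cardiomyocytes. Carry-over would give a small part of the level of other cells, which argues against it for Meg3. A further cell in the same chamber was not excluded, and these 9 cells need not be the cells the study named cardiomyocytes.

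Xist was detected in many mESC cells. A female source is argued against, because among cells that pass the cell filter 86.0% of those with Xist also carried a Y gene (76.9 to 92.6%), against 89.7% of those without (82.6 to 94.5%). Reads of the antisense gene Tsix may be part of the signal, as the use of strand was not stated. Tsix was detected in 49 of the 86 cells with Xist and in 41 of the 116 without.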
